# Metabolic alterations mediated by STAT3 promotes drug persistence in CML

**DOI:** 10.1038/s41375-021-01315-0

**Published:** 2021-06-12

**Authors:** Sweta B. Patel, Travis Nemkov, Davide Stefanoni, Gloria A. Benavides, Mahmoud A. Bassal, Brittany L. Crown, Victoria R. Matkins, Virginia Camacho, Valeriya Kuznetsova, Ashley T. Hoang, Danielle E. Tenen, Samuel L. Wolock, Jihye Park, Li Ying, Zongliang Yue, Jake Y. Chen, Henry Yang, Daniel G. Tenen, Paul Brent Ferrell, Rui Lu, Victor Darley-Usmar, Angelo D'Alessandro, Ravi Bhatia, Robert S. Welner

## Abstract

Leukemic stem cells (LSCs) can acquire non-mutational resistance following drug treatment leading to therapeutic failure and relapse. However, oncogene-independent mechanisms of drug persistence in LSCs are incompletely understood, which is the primary focus of this study. We integrated proteomics, transcriptomics, and metabolomics to determine the contribution of STAT3 in promoting metabolic changes in tyrosine kinase inhibitor (TKI) persistent chronic myeloid leukemia (CML) cells. Proteomic and transcriptional differences in TKI persistent CML cells revealed BCR-ABL-independent STAT3 activation in these cells. While knockout of STAT3 inhibited the CML cells from developing drug-persistence, inhibition of STAT3 using a small molecule inhibitor sensitized the persistent CML cells to TKI treatment. Interestingly, given the role of phosphorylated STAT3 as a transcription factor, it localized uniquely to genes regulating metabolic pathways in the TKI-persistent CML stem and progenitor cells. Subsequently, we observed that STAT3 dysregulated mitochondrial metabolism forcing the TKI-persistent CML cells to depend on glycolysis, unlike TKI-sensitive CML cells, which are more reliant on oxidative phosphorylation. Finally, targeting pyruvate kinase M2, a rate-limiting glycolytic enzyme, specifically eradicated the TKI-persistent CML cells. By exploring the role of STAT3 in altering metabolism, we provide critical insight into identifying potential therapeutic targets for eliminating TKI-persistent LSCs.

## INTRODUCTION

Drug-insensitivity is a significant problem in cancer therapeutics. While leukemic cells can acquire secondary mutations, in many instances, they activate alternative signaling pathways for survival and resist treatment without a mutational cause [1]. This non-mutational insensitivity could be due to transcriptional, epigenetic, or metabolic reprogramming of leukemic stem cells (LSCs) [1]. Chronic myeloid leukemia (CML) is an ideal disease to explore non-mutational mechanisms of drug-insensitivity. It is a clonal disorder originating from hematopoietic stem cells (HSCs) due to a single oncogenic fusion protein BCR-ABL, a constitutively active tyrosine kinase [2, 3]. The standard molecular targeted therapy for CML is tyrosine kinase inhibitors (TKI), which eradicates the bulk of the disease but not the quiescent LSCs [4–8]. Although most patients respond to treatment, few can discontinue treatment without disease recurrence due to these persistent drug-insensitive LSCs.

In CML, BCR-ABL phosphorylates Signal Transducer and Activator of Transcription 5 (STAT5), promoting cell survival and differentiation [9]. However, upon TKI-treatment, persistent cells have increased STAT3 activation [10, 11]. Genetic deletion of STAT3 with BCR-ABL overexpression impairs colony formation and CML initiation [12]. Moreover, the combination of a STAT3 small molecule inhibitor with TKI reduces the differentiation potential of TKI-persistent leukemic cells [11]. These studies suggest that STAT3 plays a vital role in TKI evasion of LSCs in a BCR-ABL independent manner; yet, the mechanism of STAT3 mediated TKI-persistence remains unknown. STAT3 is a transcription factor regulating genes for cell survival, proliferation and metabolism [13, 14]. Interestingly, STAT3 can also enter the mitochondria to mediate survival during cellular stress [15–17].

Combining traditional treatment strategies with metabolic inhibitors can eradicate LSCs [18, 19]. For instance, targeting amino acid metabolism, fatty acid oxidation, or glutaminolysis along with the standard treatment eliminates AML LSCs [19–21]. While in T cell acute lymphoblastic leukemia, treatment modifies cellular metabolism from glutaminolysis to glycolysis to evade drug-induced cellular stress. One glycolytic enzyme important in cancer is pyruvate kinase M2 (PKM2) that provides a survival advantage to diseased cells and plays a role in drug resistance [22, 23]. Significantly in CML, PKM2 deletion constrains disease progression and prolongs survival [24].

This study investigates the mechanism of STAT3-mediated TKI evasion in CML. We show that TKI-persistent LSCs undergo STAT3 dependent transcriptional and metabolic changes from oxidative phosphorylation to glycolysis. These insights led to the discovery that TKI-persistent LSCs are susceptible to STAT3 inhibition and disruption of glycolysis. These findings reveal how STAT3 enables TKI-persistent CML cells to evade drug treatment in an oncogene-independent manner and provides a therapeutic window to target these cells specifically.

## MATERIAL AND METHODS

### Mouse models

All mice are housed in UAB’s animal facility and experiments performed under IACUC approved protocol. Double transgenic BCR-ABL×SCL-tTA mice were used as a CML model at ∼60% myeloid cells in peripheral blood, tested by flow cytometry as well as HemaVet [25, 26]. STAT3^flox/flox^ mice (Jackson Laboratory) were bred with BCR-ABL×SCL-tTA mice and MxCre mice to generate M×Cre×STAT3^flox/flox^×CML mice (CML-STAT3 mice). H2b-GFP-CML mice were generated by breeding BCR-ABL×SCL-tTA mice to Rosa^26+/rtTA^ Col1A1^+/TetOP-H2B-GFP^ homozygous mice (Jackson Laboratory) [27]. Males and females were equally distributed throughout the study.

### Bone marrow transplant

8-week-old CD45.1 mice were sub-lethally irradiated (450 rads), and retro-orbitally transplanted with 5 × 10^6^ bone marrow cells from CD45.2 CML or control mice. Imatinib treatment was started ∼4 weeks post-transplant [26]. For both the primary and transplanted mice, 200 or 400mg/kg imatinib was administered by gavage every other day for 30 days. For STAT3 excision, 100 mg/kg pI:pC was administered i.p. every other day for 12 days after the mice showed sign of disease (myeloid expansion detected in the peripheral blood) [26]. For STAT3 small molecule inhibition studies, mice were treated with 25mg/kg LLL12 i.p every alternate day in combination with imatinib for 30 days.

### ChIP-seq

Cells were cross-linked and sheared for ChIP with IgG and pSTAT3-Y705 (#9131, Cell Signaling). Double stranded cDNA libraries were constructed using Index Illumina library construction and sequenced [28]. Analysis of ChIP-seq: Optical duplicates were removed from raw fastq files using clumpify from BBMap (https://sourceforge.net/projects/bbmap/) with the flags “dedupe spany addcount”. This was followed by, adapter trimming using BBDuk (from BBMap) with the flags “ref = /.../bbmap/resources/adapters.fa ktrim=1 hdist=2”. Next, reads were trimmed using trimmomatic [29] with the flags “LEADING:20 SLIDINGWINDOW:4:20 TRAILING:20 MINLEN:20”. After cleanup, reads were aligned to mm10 using bwa mem v0.7.17-r1188 [30] with default settings. Bam file sorting and indexing was performed using samtools [31]. Bam coverage maps were generated using bamCoverage from deeptools [32] using default. These coverage maps are uploaded to GEO for access. Next, peak calling was performed on all samples using MACS2 [33], HOMER [34], Genrich (available at https://github.com/jsh58/Genrich) and SICER2 [35, 36]. All peak callers were run in default parameters for broad peaks as recommended by developers. Once peaks were called, they were merged using HOMERs mergePeaks command with the flag “-d 100.” Average fold change of each peak over input was calculated using a custom python script and considering only uniquely mapped reads. Peaks were also annotated using HOMER’s annotatePeaks command using the mm10 genome. To ascertain peak overlap between the 3 CML/TKI/WT samples, HOMERs mergePeaks command was used with the flag “-d given”, and resultant sub-peak files annotated using HOMER’s annotatePeaks command with default parameters. Genome coverage plots were generated using ngsplot [37] with the flags"-G mm10 -R tss -L 2000 -RB 0.05. The ChIP-seq enrichment plot was generated using plotFingerprint from the deepTools suite with the flags “-skipZeros -bs 25.” For generating coverage regions presented within the manuscript, normalized bam coverage maps were generated using bamCoverage using the flags “-outFileFormat bedgraph -normalizeUsing None -binSize 25 —effectiveGenomeSize 2652783500.” The generated bedgraphs were then imported into R v4.0.3 (available at https://www.r-project.org/index.html) and figures generated using the package Sushi [38].

### RNAseq

RNA was isolated using the RNeasy Plus mini kit (Qiagen). Libraries were prepared with NexteraXT library construction (Illumina). The quality and size of the indexed libraries were determined using the BioAnalyzer (Agilent) and sequenced. Analysis was performed using Partek^®^ Flow^®^ software. Briefly, double-ended sequencing reads were aligned to the mouse (mm10) or human (hg38) using Spliced Transcripts Alignment to a Reference (STAR 2.6.1d). Aligned reads were then quantified to the transcriptome (RefSeq Transcripts 92) and normalized. Identified differentially expressed genes were used for hierarchal clustering and pathway analysis.

### Metabolomics and stable isotype tracing

Metabolomics assays were performed via ultra-high pressure-liquid chromatography-mass spectrometry (Vanquish and Q Exactive, Thermo Fisher) using the 3 min method [39]. For stable isotope tracing, K562 cells were incubated with ^13^C_3_-1,2,3-glucose (Sigma Aldrich) or ^13^C_5_^15^N_2_-L-Glutamine (Cambridge Isotope Laboratories) or U-^13^C_16_-Sodium Palmitate (Sigma Aldrich) for 30 min to 72 h where indicated [20]. From each experiment, the labeled isotopologues as a percentage of the total (labeled + unlabeled) were calculated, normalized to the relative abundance of each substrate. Data was analyzed using metaboanalyst [40].

### Statistical analysis

Analyses were performed depending on the spread of the variable and reported as standard deviation (SD). A Shapiro—Wilk test determined normal versus abnormal distributions, and all continuous variables were tested for mean differences. Depending on the spread of variable both nonparametric: Mann—Whitney *U* test, ANOVA Kruskal—Wallis test, Wilcoxon test, and parametric: Student’s *t* test and ANOVA were used. For ANOVA, Tukey’s or Sidak post-test was used to compare groups (GraphPad Prism version 7.0, La Jolla, CA).

### Data sharing statement

The data are deposited in NCBI’s Gene Expression Omnibus, accessible through GEO series accession number GSE152713.

## RESULTS

### TKI-persistent CML cells have a distinct STAT3 mediated transcriptional and proteomic profile

TKIs reduce disease burden in patients, and yet, upon drug withdrawal, the disease recurs [41, 42] due to the persistence of TKI-insensitive LSCs [4–7]. To mimic this phenotype, we used a previously described transgenic CML mouse model [25]. In brief, once the mice are taken off tetracycline, the oncogene BCR-ABL gets expressed in the stem cells, giving rise to disease with myeloid expansion detected after 4 weeks [25, 26]. TKI treatment, in this case Imatinib (IM), was carried out for 4-weeks after the mice had a leukemic burden of 40% [26]. Similar to patients, IM-treated CML mice had reduced disease burden with the persistence of LSCs, which phenotypically resemble HSCs (Figs. 1A and S1A) [43, 44]. One proposed mechanism for the survival of CML LSCs with TKI-treatment is quiescence [7]. To determine the quiescence of LSCs, we used a pulse and chase H2b-GFP mouse model, wherein GFP is lost with each cell division leaving dormant cells marked over time [27]. H2b-GFP-CML mice revealed that IM-persistent LSCs retained more GFP, which was more quiescent than untreated LSCs (Fig. S1B). 

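LSCs sorted from the bone marrow of untreated CML mice and of CML mice given imatinib (CML-TKI mice) were profiled by bulk RNA-seq. The mice were double transgenic BCR-ABL×SCL-tTA animals, in which BCR-ABL is switched on in stem cells when tetracycline is withdrawn, and imatinib is a tyrosine kinase inhibitor given by gavage every other day. 4 CML and 4 CML-TKI libraries were analysed, and the paper's legend states that the transcriptomic data were carried out in triplicates without naming which libraries were used. The paper's legend gives 200 mg/kg imatinib for 4 weeks, its methods give 200 or 400 mg/kg for 30 days, and the sample labels give 400 mg/kg. The paper defines LSCs as LSK Flt3-negative cells that are CD48-negative and CD150-positive, whereas the sample labels give a CD150-negative and CD48-positive gate for all 8 libraries. The authors isolated total RNA, prepared Nextera XT libraries, aligned paired reads to mm10 with STAR and quantified them to RefSeq transcripts in Partek Flow, and deposited estimated counts per gene without normalization. The columns of CML libraries 1 to 3 and of CML-TKI libraries 1 to 4 carry the numbers of the labels, while the fourth CML column is named 5, a number that no label gives, and is called CML 5. Total counts were 7320641, 4992239, 4939644 and 8620101 in CML libraries 1, 2, 3 and 5, and 5104268, 3014430, 1041552 and 3605743 in CML-TKI libraries 1 to 4. A single ribosomal RNA gene, Rn45s, held between 20.2% and 38.3% of the counts in the CML libraries and between 9.23% and 22.5% in the CML-TKI libraries. A gene with 3 counts, taken as the floor, corresponds to between 0.348 and 0.607 CPM (counts scaled to the library's total) in the CML libraries and between 0.588 and 2.88 CPM in the CML-TKI libraries, so low genes were least resolved in CML-TKI 3. These floors cover counting error only. The estimated counts were rounded to whole numbers, genes with too few counts were removed by edgeR's filterByExpr, and 11937 genes were tested with TMM normalization and edgeR's quasi-likelihood test. CPM values given for single genes are TMM-normalized. Because the counting was not stated to use strand or to assign reads shared by near-identical genes uniquely, antisense genes, overlapping genes and gene families with close copies are uncertain.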

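Between the 4 CML-TKI and the 4 CML libraries, 1220 of the 11937 genes tested had an adjusted p under 0.05, of which 751 were higher in CML-TKI LSCs and 469 were higher in CML LSCs. The fold change was at least 2 for 1129 of these genes. Without any overlap between the groups, 1235 genes were higher in every CML-TKI library than in every CML library and 1562 were lower, together 23.4% of the genes tested. Chance gives 2.9% if all 8 libraries are independent, which is not known for CML 1 to 3. Of the alternatives, summing CML libraries 1 to 3 to 1 library, chosen after seeing the data, changed the number of genes by the largest factor, to 122, and with limma-voom with sample quality weights it was 2544. Leaving out CML-TKI 1 raised it to 2504 and leaving out CML 1 lowered it to 505. Among 647 Reactome pathways with 15 to 500 tested genes, camera with a preset inter-gene correlation of 0.01 found 37 with a Benjamini-Hochberg adjusted p under 0.05, of which 27 were higher in CML-TKI LSCs and 10 were lower. At an unadjusted p under 0.05 there were 133 pathways. When camera estimated the inter-gene correlation from the data, 0 pathways passed the adjusted threshold and 23 had an unadjusted p under 0.05. The higher pathways included peptide hormone metabolism (26 genes, mean log2 fold change 1.13, adjusted p = 4.48e-04 by camera), mitotic prometaphase (98 genes, mean log2 fold change 0.40, adjusted p = 0.00881) and glycolysis (25 genes, mean log2 fold change 0.67, adjusted p = 0.0175). Lower pathways were led by peptide chain elongation, in which 2 of 85 genes were higher (mean log2 fold change -0.44, adjusted p = 0.00881 by camera).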

Transcriptomic analysis of these untreated and IM-persistent cells in vivo and in vitro revealed significant differences in gene expression as well as enriched pathways (Fig. S1C, D). 

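The LSC side of the gene lists was read by direction. The genes with the largest change among those past the threshold, with a mean log2 CPM of at least 3 and no overlap between groups, were Pira11, Cdh1, Mefv, Elane, Btla and Mmp19 in CML-TKI LSCs. Elane, the neutrophil elastase gene on chromosome 10 of GRCm38 from 79886312 to 79888216, had 1041 ± 551 CPM (SD, n = 4) in CML-TKI LSCs and 3.25 ± 2.74 CPM (SD, n = 4) in CML LSCs, a log2 fold change of 8.26 (standard error 0.88, adjusted p = 8.70e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CML-TKI 1 had 220.5 CPM of Elane and lay far below the other CML-TKI libraries. The other 5 genes were at or under the floor of 3 counts in every CML library, so that only a lower bound can be given. Btla was at least 117.8-fold higher, Mefv at least 83.9-fold, Mmp19 at least 52.3-fold, Pira11 at least 40.8-fold and Cdh1 at least 32.4-fold. Pira11 belongs to a family of paired immunoglobulin-like receptors with close copies, and its counts are uncertain. In CML LSCs the genes with the largest change were Abcc9, Chst2, Cdh5, Flt4, Egr1 and Serpina3f. Abcc9, Chst2 and Cdh5 were at or under the floor in every CML-TKI library and were at least 8.7-fold, 5.6-fold and 6.8-fold lower there. These bounds are set by CML-TKI 3, which has the highest floor of its group. Egr1, on chromosome 18 from 34861207 to 34864956, had 226.04 ± 58.8 CPM (SD, n = 4) in CML LSCs and 5.6 ± 8.65 CPM (SD, n = 4) in CML-TKI LSCs, a log2 fold change of -5.09 (standard error 0.94, adjusted p = 0.0096 from the same test). Flt4 (log2 fold change -5.98, adjusted p = 0.0151) and Serpina3f (log2 fold change -4.82, adjusted p = 0.0157) each had counts in 1 of the 4 CML-TKI libraries, CML-TKI 1, and both lost the call when 1 of the libraries was left out, with adjusted p up to 0.0531 and 0.0633.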

We focused on signatures common between our in vitro and in vivo model by integrating our murine LSC and K562 RNA-seq data (Fig. 1B). Pathway analysis on these common, differentially upregulated genes revealed that the CML cells (126 genes) had enriched Rap1 and PI3-Akt signaling pathway, while the IM-persistent cells (154 genes) had enrichment in the central carbon metabolism, histidine metabolism and cell-cell interaction pathways (Fig. 1B). This is consistent with previous findings demonstrating BCR-ABL mediated regulation of FOXO, Ras/MAPK, PI3K/AKT/mTOR, Wnt, and STAT5 signaling [3, 43]. However, targeting these pathways in combination with TKI, failed to eradicate LSCs suggesting alternative mechanisms of cell survival [3, 8]. Therefore, we sought to identify additional signaling pathways contributing to transcriptional changes in IM-persistent CML cells by performing reverse-phase protein array. 

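For the LSC side of these lists, Reactome sets related to the named pathways were read from the camera test over all tested genes. The K562 side was not analysed here, and KEGG sets were not used here. Rap1 signalling (15 genes) had a mean log2 fold change of 0.049 in CML-TKI over CML LSCs (adjusted p = 0.967 by camera). PI3K AKT activation (59 genes) had a mean log2 fold change of 0.44, with 28 of its genes higher, and did not differ (adjusted p = 0.986). Cell-cell communication (71 genes, mean log2 fold change 0.26, adjusted p = 0.541) and metabolism of carbohydrates (198 genes, mean log2 fold change 0.27, adjusted p = 0.145) were not past the threshold either. Among the signaling genes the paper names, Akt1 had 238.1 ± 53.2 CPM (SD, n = 4) in CML LSCs and 202.7 ± 44.6 CPM (SD, n = 4) in CML-TKI LSCs (log2 fold change -0.23, standard error 0.24, adjusted p = 0.591 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).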

Active signaling proteins in the IM-persistent cells included STAT3, AKT1, MAP2K1, and PKM2 (Fig. 1C; Table S1). Pathway analysis of the top differentially activated proteins contributed to glycolysis, HIF and FoxO signaling in IM-persistent K562 (Fig. S1E, F). String analysis of the differentially active proteins within IM-persistent K562 revealed STAT3 and AKT1 as central nodes (Fig. S1G) [45]. Increased STAT3 activation was also observed in our murine CML model, where 86% of IM-persistent LSCs having pSTAT3-Y705 as opposed to 12% of untreated LSCs (Fig. 1D). Overall, these data indicate that the IM-persistent CML LSCs and K562 are transcriptionally rewired and have distinct proteomic signatures suggestive of metabolic changes.

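In a principal component analysis of the log2 CPM of the tested genes, the first component held 52.5% of the variance and the second 20.7%. The 4 CML libraries lay between -74.4 and -69.3 on the first component. CML-TKI 1 lay at -19.2, between the CML libraries and CML-TKI 4, 3 and 2, which lay at 70.1, 116.5 and 118.8. The spread between replicates was larger in CML-TKI LSCs, with a biological coefficient of variation of 75.5% against 28.5% in CML LSCs. Among CML 1 to 3 alone it was 11.1%, so the CML value rests largely on CML 5. Whether CML 1 to 3 are separate animals is not known.

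**Figure D1:**
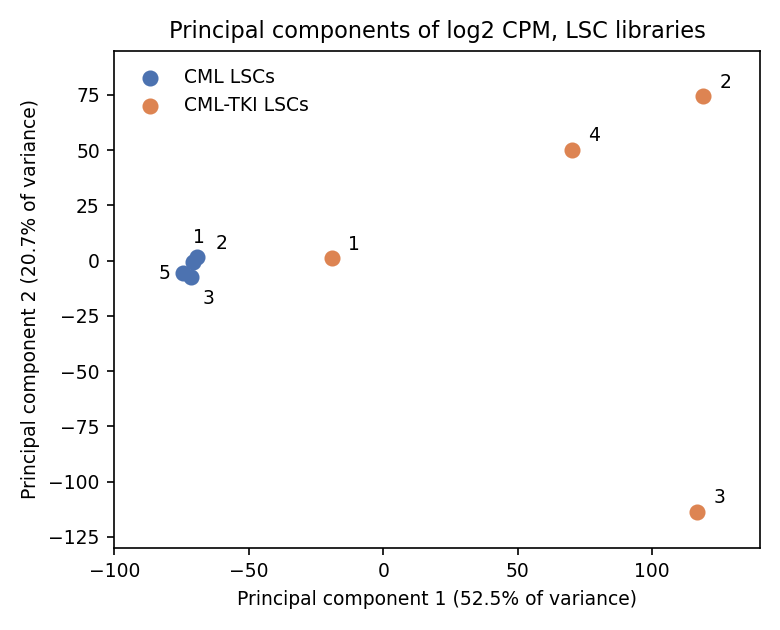
Principal components 1 and 2 of the log2 CPM of the tested genes for the 4 CML and 4 CML-TKI LSC libraries, in arbitrary units, with each point 1 library and its number. The CML libraries lie between -74.4 and -69.3 on component 1 and CML-TKI 1 at -19.2, with the other CML-TKI libraries at 70.1 or above.

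At the RNA level, Stat3, on chromosome 11 of GRCm38 from 100886806 to 100939594, had 195.6 ± 24.4 CPM (SD, n = 4) in CML LSCs and 202.03 ± 29.5 CPM (SD, n = 4) in CML-TKI LSCs, a difference smaller than the spread between replicates (log2 fold change 0.045, standard error 0.20, adjusted p = 0.915 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign changed when CML 5 or CML-TKI 3 was left out. Stat5a, on chromosome 11 from 100859351 to 100885169, was lower in every CML-TKI library than in every CML library, with 85.5 ± 33.4 CPM (SD, n = 4) against 242.2 ± 43.5 CPM (SD, n = 4) (log2 fold change -1.49, standard error 0.28, adjusted p = 0.0108). Stat5b (log2 fold change -0.47, adjusted p = 0.309), Bcr (log2 fold change 0.015, adjusted p = 0.981) and Crkl (log2 fold change -0.22, adjusted p = 0.611) did not differ. Map2k1 was higher in every CML-TKI library (log2 fold change 0.90) and Abl1 lower in every one (log2 fold change -0.72), without passing the threshold (adjusted p = 0.0753 and 0.0679). Among the markers of the LSC gate, Slamf1, which encodes CD150, had 32.4 ± 3.74 CPM (SD, n = 4) in CML LSCs and 3.33 ± 2.74 CPM (SD, n = 4) in CML-TKI LSCs (log2 fold change -3.42, standard error 0.61, adjusted p = 0.00797), and Cd48 had 5.05 ± 1.24 CPM (SD, n = 4) and 103.3 ± 56.9 CPM (SD, n = 4) (log2 fold change 4.35, standard error 0.47, adjusted p = 8.70e-04). Kit was lower in CML-TKI LSCs (log2 fold change -1.92, adjusted p = 8.70e-04), and Ly6a and Flt3 did not differ (adjusted p = 0.373 and 0.522). From the transcriptomic and proteomic data of LSCs and K562 cells, the paper concludes that IM-persistent cells are transcriptionally rewired and proposes metabolic changes.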

### STAT3 is essential for the leukemic potential of TKI-persistent LSC

Since STAT3 and AKT were central nodes driving differential signaling in TKI-persistent K562, we evaluated their potential as therapeutic targets. Inhibition of AKT has previously been demonstrated to increase proliferation and apoptosis of CML LSCs but it also impairs maintenance, self-renewal and quiescence of normal HSCs, making it a difficult target [46, 47]. Alternatively, STAT3 has been essential for initiating disease and TKI resistance in CML in an oncogene-independent manner [10–12]. Consistently, we observed reduced pBCR and pSTAT5, along with increased pSTAT3-Y705 but not pSTAT3-S727 and pCRKL in IM-persistent K562s (Fig. S2A) [10, 11]. STAT3 CRISPR knock-out sensitive K562s had reduced cell growth and survival when treated with increasing doses of IM, indicating the importance of STAT3 for CML persistence during IM-treatment (Fig. S2B, C). To test the impact of STAT3 KO on LSCs in vivo, we generated M×Cre×STAT3^flox/flox^ × CML (CML-STAT3) mice. Conditional deletion of STAT3 from hematopoietic cells of CML mice after disease progression significantly increased LSCs and reduced leukemic burden, suggesting the importance of STAT3 in CML maintenance (Fig. S2D–F). As STAT3 KO eliminates the pro-inflammatory IL-6 signature necessary for the maintenance of CML disease burden [26], it precluded our ability to use a genetic loss of STAT3 for studying IM-persistent LSCs. To circumvent this problem, we used a direct inhibitor of STAT3 phosphorylation at the Y705 site, LLL12 (Fig. S2G), unlike the widely used JAK2-related STAT3 inhibitors, WP1066 or Ruxolitinib [48, 49]. Pretreatment of K562 cells with LLL12 followed by IM treatment led to apoptosis of 80.4 ± 9.4% IM-persistent K562 (Fig. 2A). Moreover, pSTAT3-Y705 inhibition also significantly increased persistent cells’ susceptibility to IM in a dose-dependent manner with minimal effect on the sensitive K562 (Fig. 2B). Consistently, in vivo LLL12 treatment alone had no impact on LSC count; however, dual administration of LLL12 and IM significantly reduced LSC number in CML mice (Fig. 2C). This reduction was associated with significantly increased apoptosis and proliferation of dual treated LSCs compared to LSCs from mice treated with IM or LLL12 alone (Fig. 2C). Furthermore, LLL12/IM dual treatment extended survival of CML mice compared to single-agent treated and untreated CML mice (Fig. 2D). Moreover, the dual treated LSCs had reduced engraftment upon transplantation (Fig. 2E). These data thus demonstrate that STAT3 is essential for the maintenance and leukemogenic potential of TKI-persistent LSCs.

### TKI-persistent LSCs are transcriptionally rewired with differential STAT3 localization to metabolic genes

STAT3 targeting agents have not yet progressed beyond clinical trials’ initial stages due to lack of specificity, unpredictable pharmacokinetics, and toxic effects [50]. These challenges highlight the need to identify the molecular mechanism of drug-insensitivity downstream of STAT3 for alternative therapeutic targets. Since active STAT3 is a transcription factor [51], we performed pSTAT3-Y705 ChIP-seq using Lin^−^Sca1^+^cKit^+^ (LSK) cells to determine the STAT3 transcriptional targets in IM-persistent CML stem and progenitors. We observed 13444 unique pSTAT3-Y705 localizations from IM-treated CML mice compared to 9931 in control and 10266 sites in leukemic mice (Fig. S3A). Moreover, motif analysis revealed that unique sites of enrichment from IM-persistent CML LSK had a greater percentage of peaks with the known STAT3 consensus sequence compared to WT and CML (Fig. S3B). Pathway analysis on these pSTAT3-Y705-bound sites revealed target genes enriched in glycolysis, carbohydrate metabolism, pentose phosphate pathway, AMPK signaling and cytokine-cytokine interaction in the CML-TKI LSK, while hedgehog signaling, Wnt/β-catenin signaling and TGFβ signaling are enriched in the CML LSK (Fig. 3A), corroborating the enriched pathways observed in the transcriptomic analysis. 

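On the RNA side of this integration, 751 genes were higher in CML-TKI LSCs. The ChIP-seq side was not analysed here. Reactome cytokine signaling in the immune system (189 genes) had a mean log2 fold change of 0.11 in CML-TKI over CML LSCs, with 95 of its genes higher (adjusted p = 0.972 by camera), and signaling by interleukins (90 genes) had a mean log2 fold change of 0.24 (adjusted p = 0.535). Peptide ligand-binding receptors (30 genes, mean log2 fold change 1.22, adjusted p = 0.0246) and the innate immune system (408 genes, mean log2 fold change 0.54, adjusted p = 0.0233) were higher in CML-TKI LSCs. A list of 9 STAT3 target genes, written before the data were examined, had a mean log2 fold change of 0.67, with 2 genes past the threshold upward and 2 downward over all genes and 6 past it over the list alone (p = 0.278 by limma's camera, adjusted p = 0.383 over the 18 lists tested; exact two-sided permutation test of each library's mean, p = 0.114). CML 5 had the highest level of this list among the CML libraries. Il6 was not among the listed genes.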

Integration of ChIP-seq and RNA-seq analysis revealed that genes bound by pSTAT3-Y705 as well as those upregulated in CML-TKI LSCs were also found to be enriched in cytokine interaction and metabolism related signatures (Fig. 3B). Moreover, ingenuity pathway analysis also disclosed significant positive correlation of PKA signaling in the CML-TKI LSCs, which is known to be activated by glycolysis [52] (Fig. 3C). Hence, to specifically define STAT3 mediated transcriptional changes, we performed RNA-seq on sensitive, IM-persistent and LLL12 treated IM-persistent K562. Since STAT3 inhibition sensitizes the IM-persistent K562s (Fig. 2B), we focused on signatures shared between LLL12 treated persistent and sensitive cells (Fig. 3D). Pathway analysis revealed an enrichment of pyruvate metabolism and glycolysis in IM-persistent K562 (Fig. 3E). Meanwhile, the sensitive and LLL12 treated cells were enriched in the NFkB, PI3-Akt, TNF, and JAK-STAT signaling pathway known to be essential for CML maintenance (Fig. 3E) [3]. 

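In LSCs, lists of TCA cycle and oxidative phosphorylation genes, fixed before the data were examined, were compared between CML-TKI and CML libraries. The 27 TCA cycle genes tested had a mean log2 fold change of 0.25, with 19 higher and 8 lower in CML-TKI LSCs, and the list did not pass the threshold (p = 0.0582 by limma's camera, adjusted p = 0.0952; exact two-sided permutation test of each library's mean, p = 0.0571). Its mean log2 CPM was 6.26 ± 0.069 (SD, n = 4) in CML LSCs and 6.47 ± 0.089 (SD, n = 4) in CML-TKI LSCs. 2 genes of this list, Idh1 and Cs, passed the threshold over all genes, and 1 passed it over the list alone. Idh1, named after its values were seen, had a log2 fold change of 2.47 (standard error 0.42, adjusted p = 0.00608 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Citrate synthase (Cs), on chromosome 10 of GRCm38 from 128337727 to 128362482, had 200.5 ± 7.45 CPM (SD, n = 4) in CML LSCs and 315.7 ± 44.96 CPM (SD, n = 4) in CML-TKI LSCs (log2 fold change 0.66, standard error 0.18, adjusted p = 0.0498). With each library left out in turn, the adjusted p of Cs rose to as much as 0.157, and with CML libraries 1 to 3 summed to 1 library it was 0.433. Cpt1b had no counts in 7 of the 8 libraries and 12 counts in CML-TKI 3, so it was not tested. The 77 oxidative phosphorylation genes tested had a mean log2 fold change of 0.19, with 53 higher and 24 lower and 0 past the threshold (p = 0.0716 by limma's camera, adjusted p = 0.107; exact two-sided permutation test, p = 0.4). Across the fits that each left out 1 library, the mean of the TCA cycle list stayed between 0.20 and 0.28 and that of the oxidative phosphorylation list between 0.11 and 0.41. At an unadjusted camera p under 0.05, the TCA cycle list passed without CML 5 and without CML-TKI 1, and the oxidative phosphorylation list without CML 5, without CML-TKI 3 and without CML-TKI 4.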

Overall, these analyses reveal STAT3 mediated transcriptomic changes in TKI-persistent CML cells with enrichment of metabolic pathways.

### Drug insensitive CML cells have altered metabolism mediated by STAT3

CML stem and progenitor cells rely on oxidative phosphorylation compared to their non-transformed counterparts [44, 53]. Moreover, short-term TKI-treatment of sensitive cells reduces glucose uptake and its utilization for nucleotide and fatty acid synthesis while increasing mitochondrial activity [54, 55], but alterations in the metabolism of IM-persistent CML cells is yet to be studied. Thus, to examine metabolic differences between sensitive and IM-persistent K562, we measured cellular mitochondrial function and glycolysis using extracellular flux analyzer. We observed similar basal extracellular acidification rate (ECAR) but reduced reserve glycolytic capacity of the persistent K562s compared to sensitive cells indicating maximal glycolysis usage in persistence (Fig. 4A). Moreover, oxygen consumption rate (OCR) was significantly reduced in IM-persistent cells (Fig. 4A), and hence we next evaluated mitochondrial damage. We observed three times more total mitochondrial DNA in IM-persistent K562 (Fig. S4A); however, there was no difference in mitochondrial counts or area (Fig. S4B). Furthermore, we noted reduced protein abundance of complex III and IV, Cytochrome C reductase and oxidase components of the electron transport chain (ETC) (Fig. S4C) [56]. These data indicate loss of mitochondrial metabolism and function with a maintained glycolytic rate in IM-persistent K562, which suggests reduced energy requirement observed with dormancy (Fig. S1B).

STAT3, mostly pSTAT3-S727, acSTAT3-K685 and unphosphorylated STAT3 play an essential role in maintaining mitochondrial function by localizing to the inner mitochondrial membrane [16, 17, 57]. Mitochondrial STAT3 (mitoSTAT3) interacts with complex I, II, and IV of the ETC and also transcriptionally regulates mitochondrial DNA [58, 59]. We observed an accumulation of tSTAT3, pSTAT3-S727, and acSTAT3-K685 in the mitochondria of IM-persistent K562 compared to sensitive K562s (Fig. S4D). Hence, to determine STAT3 mediated alteration of metabolism in IM-persistent CML cells, we generated metabolic profiles with STAT3 inhibition. We noted an accumulation of nucleosides and unsaturated fatty acids in IM-persistent K562, which reduced with STAT3 inhibition (Fig. 4B). In addition, stable metabolic profiles on murine LSCs and control HSCs with and without IM-treatment also identified metabolic changes (Fig. S4E). We noted reduced metabolite abundance in IM-persistent murine LSCs (Fig. S4E) consistent with reduced metabolic activity seen with IM-persistent K562. Principal component analysis revealed that LSCs have a unique metabolic profile compared to HSCs, while IM-persistent LSCs are closer to their healthy counterparts (Fig. S4F). Further analysis showed reduced Component 1 metabolites (part of TCA cycle entry) in IM-persistent LSCs (Fig. 4C). Integrative principal component analysis of K562s and murine LSCs show that the IM-treated samples cluster together (Fig. S4G). Moreover, integrative pathway analysis of upregulated genes and enriched metabolites revealed that similar to sensitive K562, IM-persistent K562 treated with STAT3 inhibitor had an enriched TCA cycle metabolic pathway while IM-persistent K562 had an enriched glycolytic pathway (Fig. 4D). Because metabolic profiling and RNA-seq provide a snap-shot, we validated the findings with seahorse experiments as a functional readout. We observed that STAT3 inhibition did not impact OCR (Fig. S4H) and although it led to a non-significant increase in the basal ECAR, the compensatory glycolysis of IM-persistent K562 increased to be similar to the sensitive K562s (Fig. S4H). Overall, these data suggest that STAT3 leads to metabolic alterations in TKI-persistent LSCs towards a reduced mitochondrial activity state while maintaining energy production through glycolysis.

### TKI-insensitive CML cells are dependent on glycolysis

LSCs utilize multiple pathways to evade drug treatment, including dependency on amino acid metabolism, fatty acid oxidation or using glutamine as a carbon source [19–21]. To determine contributions of metabolic substrates in sensitive and IM-persistent K562, we carried out metabolic flux analysis using 1,2,3-^13^C_3_-Glucose, ^13^C_5_^15^N_2_-Glutamine and U-^13^C_16_-Palmitate. Glucose tracing revealed reduced labeling of several glycolyt metabolites in IM-persistent K562 (Fig. 5A). Despite having a slower flux of ^13^C-Glucose through glycolysis in IM-persistent K562, the intracellular level of labeled lactate was comparable with the sensitive K562 (data not shown). Moreover, sensitive K562 had a higher flux of glucose-derived carbon atoms into the TCA cycle (Fig. 5A), consistent with a higher OCR (Fig. 4A). Furthermore, IM-persistent K562 had lower levels of glucose-derived labeled carbons into pentose phosphate pathway, or PPP-derived ATP and ^13^C-acetyl-carnitine, consistent with acetyl-CoA (Fig. S5A), an entry metabolite of TCA cycle. These data combined with reduced levels of ^13^C-Glucose derived ATP in IM-persistent K562 (Fig. S5A) suggest decreased oxidative phosphorylation. Importantly, stable metabolite profiles revealed an increase in α-Ketoglutarate to Citrate ratio (Fig. S5B), suggesting a block in the TCA cycle beyond α-Ketoglutarate and an increase in reductive carboxylation as a result of the altered mitochondrial function [60, 61]. To identify alternative carbon sources preferentially utilized by IM-persistent K562, we carried out glutamine metabolic flux analysis. Consistent with glucose tracing, labeled carbon incorporation from glutamine into TCA cycle was reduced in IM-persistent K562 (Fig. S5C) along with increase in citrate isotopologues M + 5 (reductive carboxylation) to M + 4 (oxidative) ratio (Fig. S5D). In line with the role of reductive carboxylation as fuel to fatty acid synthesis [60], we observed an increase in glutamine-derived ^13^C-acetyl-carnitine in IM-persistent K562 (Fig. S5D). Palmitate tracing highlighted an increase in fatty acid elongation and desaturation in IM-persistent K562 (Fig. S5E), which corroborates the accumulation of unsaturated fatty acids observed in steady-state analyses (Fig. 4B). Moreover, palmitate tracing revealed palmitate oxidation as a source of acetyl-carnitine in IM-persistent K56s, further utilized to make significantly more citrate (Fig. S5E). Surprisingly, treatment with the FAO inhibitor, Etomoxir, had a negligible impact on cell survival of IM-persistent K562 (16.65 ± 1.06%) (Fig. 5B). However, starving IM-persistent K562 of glucose led to increased apoptosis, 58.37 ± 6.23% (Fig. 5B), indicating their dependence on glucose for survival but not fatty acids or glutamine (Fig. 5B). Overall, these results indicate that TKI-persistent K562 accumulate fatty acids but depend on glucose for their survival.

### Glycolysis is important for survival of TKI-persistent CML cells

STAT3 activation leads to transcriptional and metabolic changes towards glycolysis and is critical for the survival of TKI-insensitive cells. Additionally, glycolysis modulates quiescence (Fig. S1B) by reducing energy demand [62]. From our LSC RNA-seq, we observed that genes in the glycolysis/gluconeogenesis pathway are more enriched in the IM-persistent LSCs (Fig. S6A). 

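The glycolysis/gluconeogenesis list held 66 genes and was written before the data were examined, since the KEGG pathway was not used here, and 45 of its genes were tested. Their mean log2 fold change in CML-TKI over CML LSCs was 0.46, with 29 genes higher and 16 lower (p = 0.0106 by limma's camera, adjusted p = 0.0191 over the 18 lists tested; exact two-sided permutation test of each library's mean, p = 0.0857). The list's mean log2 CPM was 5.49 ± 0.13 (SD, n = 4) in CML LSCs and 5.65 ± 0.083 (SD, n = 4) in CML-TKI LSCs, and the libraries of the groups overlapped. With the inter-gene correlation estimated from the data, the camera p was 0.0853. The mean log2 fold change stayed between 0.29 and 0.52 with each library left out in turn. For the 22 core enzymes from hexokinase to lactate dehydrogenase it was 0.62 (p = 0.00196 by limma's camera), while their library means did not differ (exact two-sided permutation test, p = 0.2). The mean of the core enzymes varied more with each library left out in turn, from 0.19 to 0.71.

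**Figure D2:**
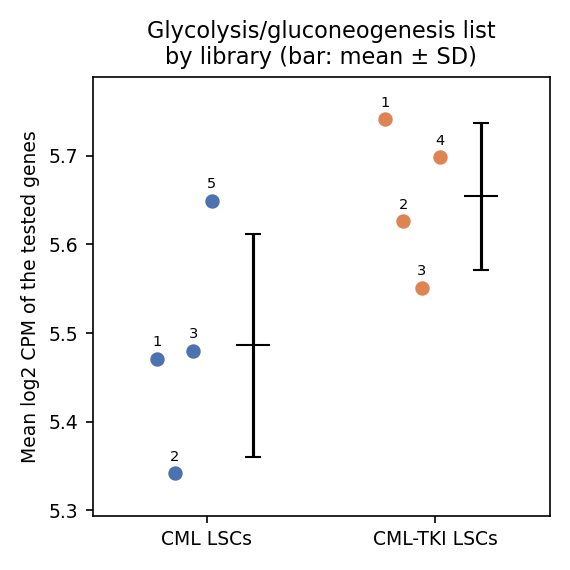
Mean log2 CPM of the 45 tested glycolysis/gluconeogenesis genes in each LSC library, with the mean ± SD of the 4 libraries of each group beside the points. CML libraries range from 5.34 to 5.65 and CML-TKI libraries from 5.55 to 5.74.

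Over all genes tested, 10 genes of the list were higher and 1 was lower in CML-TKI LSCs at an adjusted p under 0.05, and over the list alone 16 genes passed. A list of granulocyte marker genes was also higher in CML-TKI LSCs (mean log2 fold change 4.54), and a list of HSC genes was lower (-2.58). The changes of single glycolysis genes are therefore not separated from a possible difference in the cells sorted. Hexokinase 3 (Hk3), on chromosome 13 of GRCm38 from 55005985 to 55021475, had 14.1 ± 3.84 CPM (SD, n = 4) in CML LSCs and 202.4 ± 108.1 CPM (SD, n = 4) in CML-TKI LSCs, a log2 fold change of 3.83 (standard error 0.53, adjusted p = 0.00224 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CML-TKI 1 held 46.7 CPM of Hk3, the lowest of its group. Pgam1, on chromosome 19 from 41911871 to 41918665, had a log2 fold change of 2.18 (standard error 0.33, adjusted p = 0.0034). The pyruvate kinase gene Pkm, on chromosome 9 from 59656576 to 59679372, had 499.6 ± 63.9 CPM (SD, n = 4) in CML LSCs and 1011 ± 203.7 CPM (SD, n = 4) in CML-TKI LSCs, a log2 fold change of 1.02 (standard error 0.22, adjusted p = 0.0163), and its counts per gene do not separate the PKM1 and PKM2 transcripts. With each library left out in turn the log2 fold change of Pkm stayed between 0.91 and 1.14 and its adjusted p rose to as much as 0.0703. With CML libraries 1 to 3 summed to 1 library, Pkm had a log2 fold change of 0.92 and an adjusted p of 0.282 from the same test. Aldh3b1, Aldh1b1 and Adpgk were also higher (log2 fold changes 3.94, 2.29 and 1.30), as were Eno1 and its near-identical copy Eno1b (1.13 and 1.18), between which reads could have been split. Of the genes named after their values were seen, Pgk1 and Pfkp were also past the threshold (log2 fold changes 1.10 and 1.10). Acss2 was lower (log2 fold change -1.78, standard error 0.34, adjusted p = 0.0112). Hk1 was lower in every CML-TKI library (log2 fold change -1.03, adjusted p = 0.0546) and Ldha did not differ (log2 fold change 0.27, adjusted p = 0.622). Gapdh, with 19.9 ± 2.55 CPM in CML LSCs (SD, n = 4), was far below Pkm and is uncertain.

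**Figure D3:**
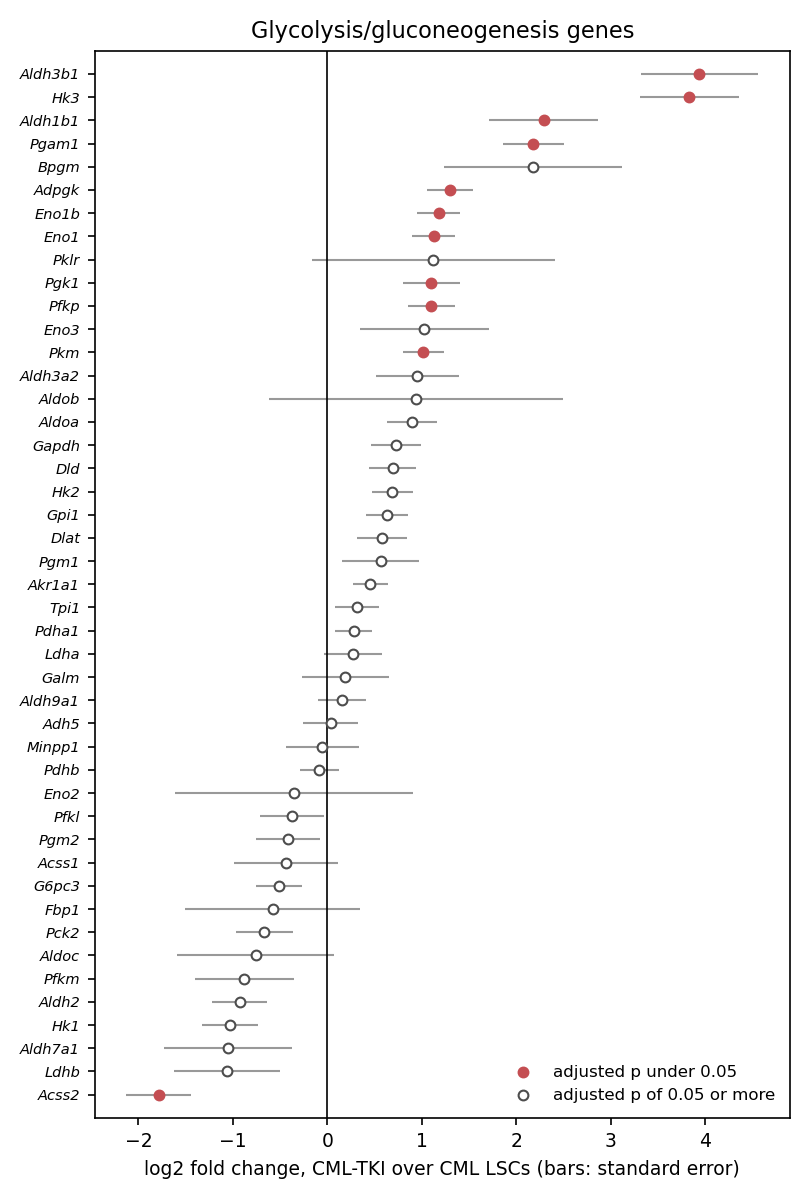
Log2 fold change of each of the 45 tested glycolysis/gluconeogenesis genes between 4 CML-TKI and 4 CML LSC libraries, with standard errors as bars. Filled points mark the 11 genes with an adjusted p under 0.05, from Aldh3b1 at 3.94 to Acss2 at -1.78.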

Treating IM-persistent K562 with 2-Dexoyglucose, 2-DG, a competitive glycolysis inhibitor, led to increased apoptosis (Fig. S6B), consistent with glucose starvation (Fig. 5B). However, since 2-DG cannot be translated clinically, we looked at other glycolytic targets. Interestingly, we observed approximately threefold increase in PKM2 and approximately tenfold increase in pPKM2-Y105 in IM-persistent K562s (Figs. 1C and 6A). PKM2 in previous studies has shown to slow CML progression; however, it has importance in drug persistence is not known [24]. We hence used pharmacological inhibitors of PKM2, compound 3 K or Shikonin [63, 64], and observed selectively increased apoptosis of persistent K562s with dose escalation (Fig. S6C—F). Interestingly, dual treatment of IM-persistent K562 with LLL12 and Shikonin had an additive effect on apoptosis (Fig. 6B). Since in vivo shikonin treatment proved toxic for healthy mice (data not shown), we used ex vivo treatment to validate the K562 data in our murine model. Shikonin treatment of LSK leads to apoptosis of CML and IM-treated LSKs compared to the single and dual treated non-transformed LSK (Fig. S6G), consistent with PKM2 knock out of untreated CML cells [24]. In addition, we observed reduced colony-forming potential of IM-persistent LSK with Shikonin alone or in combination with IM (Fig. 6C). Similar trends were observed in colony-forming potential of shikonin-treated CD34^+^ cells from CML patients at diagnosis and following IM-treatment (Fig. 6D). Although, dual treatment of Shikonin and IM also reduced colony forming potential of non-transgenic CD34 + cells, it did not significantly affect the viability of these cells (Figs. 6D and S6H). Moreover, similar to K562 and murine LSK, we also observed reduced cell viability and increased apoptosis of CD34+ cells from IM-persistent CML patient samples treated with both IM and shikonin (Fig. S6H—I). These data indicate that IM-persistent LSCs have altered metabolism dependent on glycolysis for their survival, hence providing a target to eliminate the TKI-persistent LSCs in CML.

## DISCUSSION

The persistence of cancer stem cells after drug treatment and subsequent relapse is a significant barrier to cure. Apart from mutational causes of drug resistance, cells can persist in drug treatment due to the survival of a drug-tolerant form [65]. In this study, we describe a non-mutational mechanism of STAT3-mediated transcriptional and metabolic regulation in drug-insensitive LSCs. Active STAT3 localized to several metabolic genes while also regulating mitochondrial metabolism. Notably, TKI-insensitive cells are reliant on glycolysis and the rate-limiting, stress-related enzyme PKM2. Understanding the mechanism of STAT3-mediated drug-insensitivity provides potential drug targets to eliminate these TKI-persistent cells and reduces the chances of relapse.

Given the importance of STAT3 in tumor growth, survival, and chemoresistance, several clinical trials have been carried out with STAT3 inhibitors. However, STAT3 targeting agents yield minimal success because they inhibit activators of STAT3, like JAK family members. Besides, STAT3 can be activated by other kinases explaining the survival of TKI-persistent CML cells treated with JAK-mediated STAT3 inhibitors [66]. Furthermore, many drugs that inhibit STAT3 activation bind the SH2 domain that shares homology to other STAT family members leading to toxic effects [50]. Recent drug discovery has been towards tagging STAT3 for ubiquitin-dependent degradation [67]. These agents hold some promise in clinical trials, yet understanding the downstream activity of STAT3 during TKI-persistence provides an additional opportunity to find alternative drug targets.

Consequently, we sought to understand the mechanism of STAT3 mediated drug persistence. We observed transcriptional adaptations of metabolic genes and found STAT3 localized to CPT1B and citrate synthase, critical enzymes for fatty acid oxidation and TCA cycle [14]. Conversely, STAT3 induces glycolysis in a hypoxic environment while reducing mitochondrial genes [68]. Interestingly, it can also enter mitochondria to regulate mitochondrial function [17, 58, 59], and cellular stress [15, 16]. These observations likely explained the increased mitoSTAT3 in TKI-persistent K562 with minimal mitochondrial activity and compensated by increased glycolysis. LSCs have an increased oxygen consumption rate upon initial drug treatment [53]; however, our data suggest that with prolonged treatment, the more quiescent, TKI-persistent cells are biased towards glycolysis, possibly due to reduced energy requirements. Additionally, reductive carboxylation, a de novo lipogenesis pathway [69], and elongation of fatty acids in TKI-persistent K562 are consistent with utilization of carbon from glucose for nucleic acid and fatty acid synthesis [54, 70]. Moreover, free fatty acids can form a feed-forward loop with fatty acid oxidation, a reserve energy source [71]. These indicate metabolic reorganization of TKI-persistent LSCs to aid survival under cellular stress.

The main regulator of cellular stress is PKM2, a key enzyme in glycolysis [63] that promotes reductive glutamine metabolism [61]. PKM2 knockout in healthy HSCs has shown no substantial defect minus loss of reconstitution potential observed upon multiple serial transplants. Additionally, PKM2 knockout delays CML onset and death [24], consistent with our data. Our findings uniquely reveal an increased dependence of TKI-persistent cells on PKM2. Oxidative stress can lead to PKM2 dimerization and phosphorylation to act as a transcription factor or kinase, with evidence of activating STAT3 [23, 72]. This observation suggests a possible feed-forward loop of PKM2 and STAT3 in regulating TKI-persistence and provides a potential drug target to eradicate the TKI-persistent LSCs.

These findings emphasize STAT3 regulation of gene expression and metabolism in TKI-persistent leukemic cells to a glycolytic state. Our study could be extrapolated to other drug-resistant diseases like Flt3-ITD AML, multiple myeloma or solid tumors that acquire oncogene independent drug-insensitivity. Additional work is needed to develop better therapeutic drugs for targeting STAT3, but we have characterized the downstream metabolic regulation as an alternative means to eliminate LSCs. Our findings implicate a therapeutic opportunity where inhibition of glycolysis along with TKI-treatment preferentially targets drug-insensitive LSCs. At the same time, non-transformed HSCs can survive due to activating alternative metabolic pathways. However, there is still an ever-increasing need for developing better and specific metabolic inhibitors, an impediment to clinical translation in cancer. Importantly, we have shown that integrating signaling pathways, transcriptomics and metabolomics can discover drug targets to eliminate treatment persistent cancer stem cells.

## Supplementary Material

Supplementary Table 1

Supplementary Methods and Figures

## Figures and Tables

**Fig. 1:**
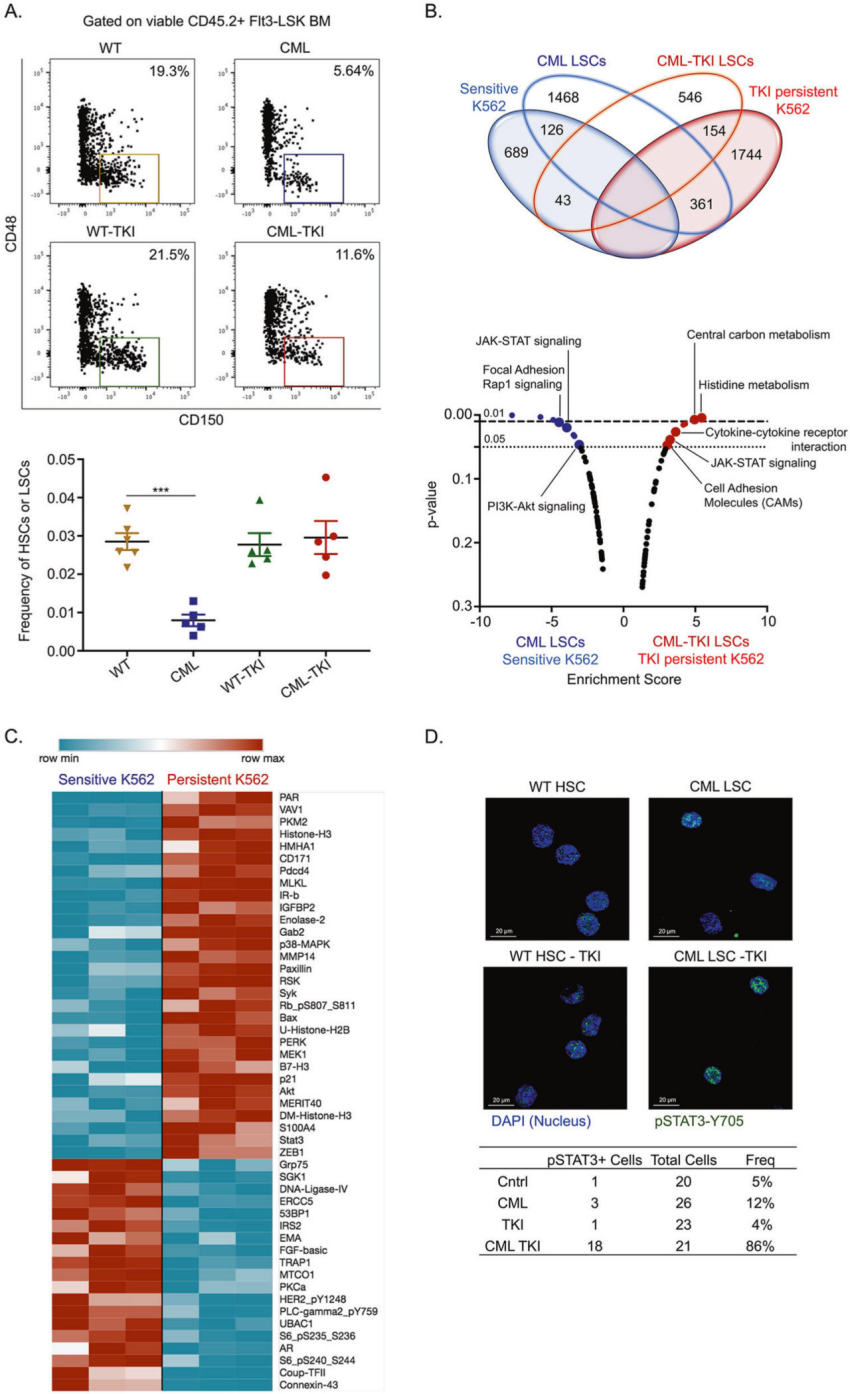
TKI-persistent CML LSCs and K562s have a distinct transcriptional and proteomic signature. **A** Representative FACS plot (left) and scatter plot (right) for frequency of HSC/LSC (LSK Flt3^−^CD48^−^CD150^+^) off the stem and progenitor (LSK Flt3^−^) cells in the BM of CML, CML mice treated with imatinib (200 mg/kg) for 4 weeks and their respective controls. *n* = 5. **B** Venn diagram (top) and KEGG pathway analysis (bottom) for common genes upregulated in LSCs obtained from CML mice and CML mice treated with imatinib (200 mg/kg) for 4 weeks and sensitive and IM-persistent K562 cells, obtained from RNA-seq. **C** Heatmap depicting differentially expressed protein in sensitive and persistent K562 with a fold change >1.4 and *p* value ≥ 0.01 when assayed by Reverse Phase Protein Array (RPPA). **D** Representative confocal imaging of (HSC/LSC (Lin^−^cKit^+^Sca1^+^Flt3^−^CD150^+^CD48^−^) for pSTAT3-Y705 (Green) and nucleus (Blue). Frequency of cells having stat3 expression is shown in the table to the right. The transcriptomic and proteomic data was carried out in triplicates. For scatter plot, two-way ANOVA was used to determine statistical significance with Tukey’s multiple comparison. *p* values < 0.05 were considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns = not significant.

**Fig. 2:**
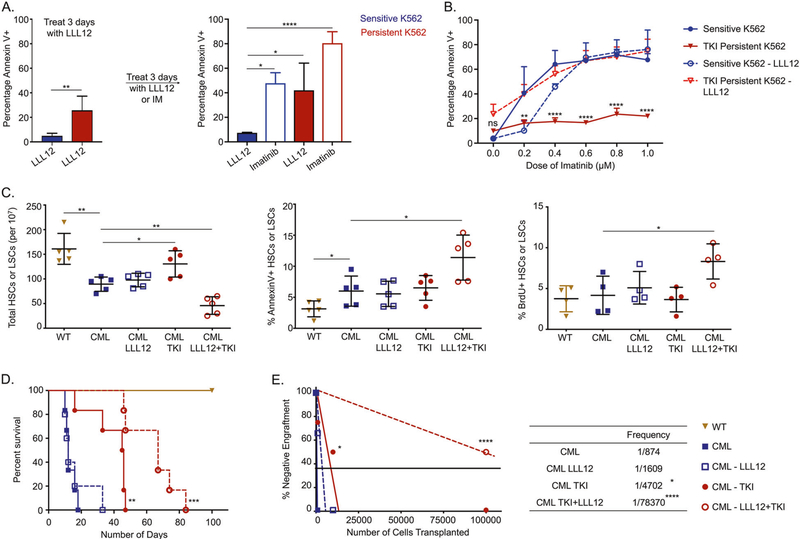
Active STAT3 is essential for survival and leukemic potential of TKI-persistent CML LSCs. **A** The sensitive and persistent K562 were treated with LLL12 (1 μM) for 3 days. Treatment was switched to either imatinib (1 μM) or continued with LLL12 (1 μM) for additional 3 days. Cells were analyzed for AnnexinV by flow cytometry. **B** Dose curve of imatinib for the sensitive and persistent K562 untreated or treated with LLL12 (1 μM) for 3 days. The cells were stained with annexin V and analyzed by flow cytometry. **C** HSC or LSC count per 10 million BM cells (left), percent AnnexinV stem cells (middle) and 24 hr BrDU incorporation in stem cells (right) of control and CML mice post 4 weeks of imatinib (200 mg/kg) or LLL12 (25 mg/kg) treatment individually or in combination. *n* = 5. **D** Survival curves of control and CML mice post 4-week imatinib (200 mg/kg) or LLL12 (25 mg/kg) treatment alone, or in combination. **E** Limiting dilution CRU (competitive repopulation unit) assay is shown. The indicated numbers of control or leukemic-exposed HSCs were transplanted along with 2 × 10^5^ BM cells of a competitor (CD45.2^+^) into lethally irradiated hosts (CD45.1^+^). Reconstitution was evaluated in the blood at 16 weeks post-transplantation (*p* = 0.0001). Mice with CD45.1^+^ chimerism <0.3 were considered non-responders. The data is a representative or pool of mean ± SD from two to three independent experiments. Unpaired student *t* test or Two-way ANOVA was used to determine statistical significance with Tukey’s multiple comparison. *p* values < 0.05 were considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns = not significant.

**Fig. 3:**
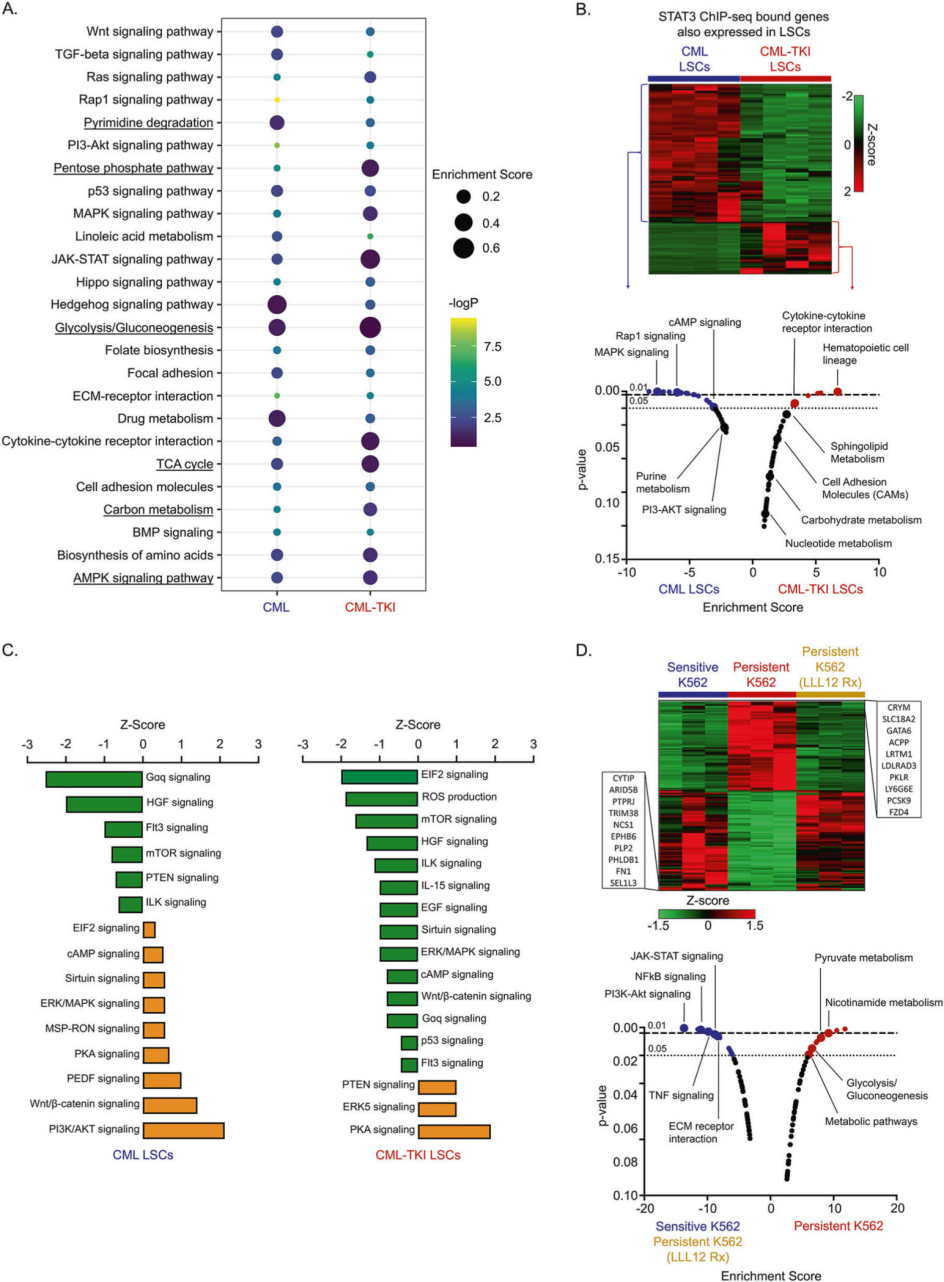
STAT3 localizes to metabolic genes in transcriptionally altered TKI-persistent LSCs. **A** Kegg GO Pathway analysis depicting *z* score and *p* value for the genes differentially bound by pSTAT3-Y705 in the CML and IM-persistent CML LSK. **B** Heatmap and pathway analysis for integration of the pSTAT3-Y705 bound ChIP-seq peaks and the upregulated RNA-seq genes in the CML and IM-persistent LSK and LSCs respectively. **C** Ingenuity Pathway analysis bar chart depicting *z* scores of pathways correlated to overlapping genes of CML vs WT bulk-RNA sequencing and pSTAT3-Y705 ChIP-seq peaks unique to CML as well as overlapping genes of CML-TKI vs WT bulk-RNA sequencing and pSTAT3-Y705 ChIP-seq peaks unique to CML-TKI. **D** Heatmap and pathway analysis for upregulated genes common between sensitive K562 and IM-persistent K562 treated with 1 μM LLL12 (1 μM) but different from IM-persistent K562. The transcriptomic data were carried out in triplicates.

**Fig. 4:**
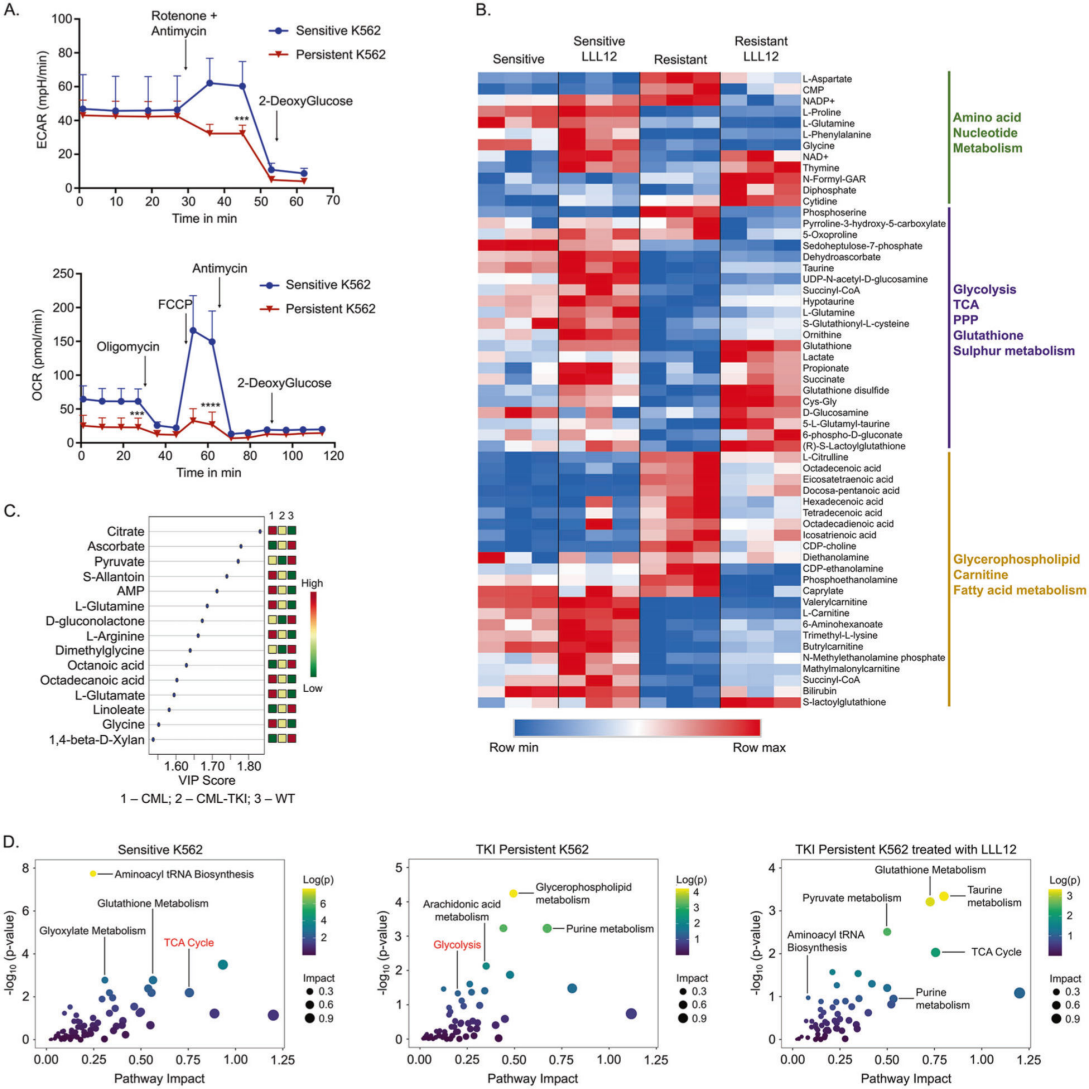
STAT3 contributes to altered metabolism in TKI-persistent CML cells. **A** ECAR (top) from glycolysis rate assay (GRA) and OCR (bottom) from mitochondrial stress test (MST) of 75,000 sensitive and IM-persistent K562 measured by seahorse. **B** Heatmap for the top 50 differentially expressed metabolites between IM-persistent K562 and those treated with LLL12 (1 μM) with a *p* value ≤0.05. Raw values were used to generate the heatmap. **C** VIP plot for component 1 of the PLS-DA comparing WT HSCs, CML LSCs, IM-persistent CML LSCs. The VIP score indicates the contribution of the metabolite to the clustering pattern. **D** Scatter plots obtained from integration of the K562 metabolic profile with the K562 RNA-seq data. All figures are mean ± SD of a representative data of at least 2–3 independent experiments. Unpaired student *t* test. was used to determine statistical significance with Tukey’s multiple comparison. *p* values < 0.05 were considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns = not significant.

**Fig. 5:**
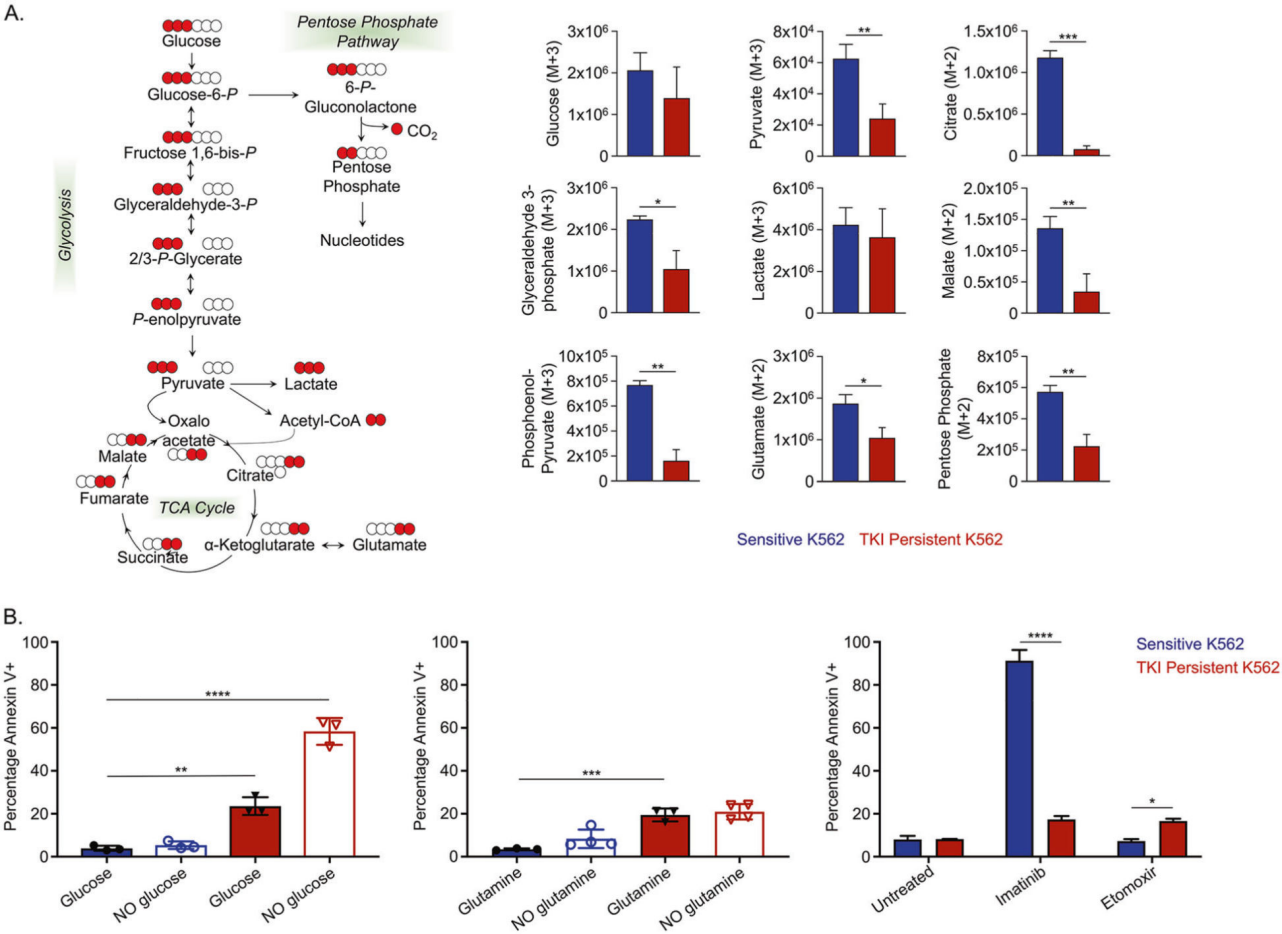
TKI-persistent K562 have an active glycolysis and increased fatty acid accumulation. **A** Unit area plots for metabolites labeled in glycolysis, citric acid cycle and PPP post 3 h incubation of 200,000 sensitive and IM-persistent K562 with isotopically labeled ^13^C_1,2,3_-glucose. The metabolites were measured with UHPLC-MS. **B** Sensitive and IM-persistent K562 treated with 1 μM Imatinib were starved with glucose (right) or glutamine (middle) for 48 h or treated with 10 μM Etomoxir for 3 days. Cells were analyzed by flow cytometry using annexinV apoptosis assay. The data are representative mean ± SD from two independent experiments. Unpaired student *t* test or Two-way ANOVA was used to determine statistical significance with Tukey’s multiple comparison. *p* values < 0.05 were considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns = not significant.

**Fig. 6:**
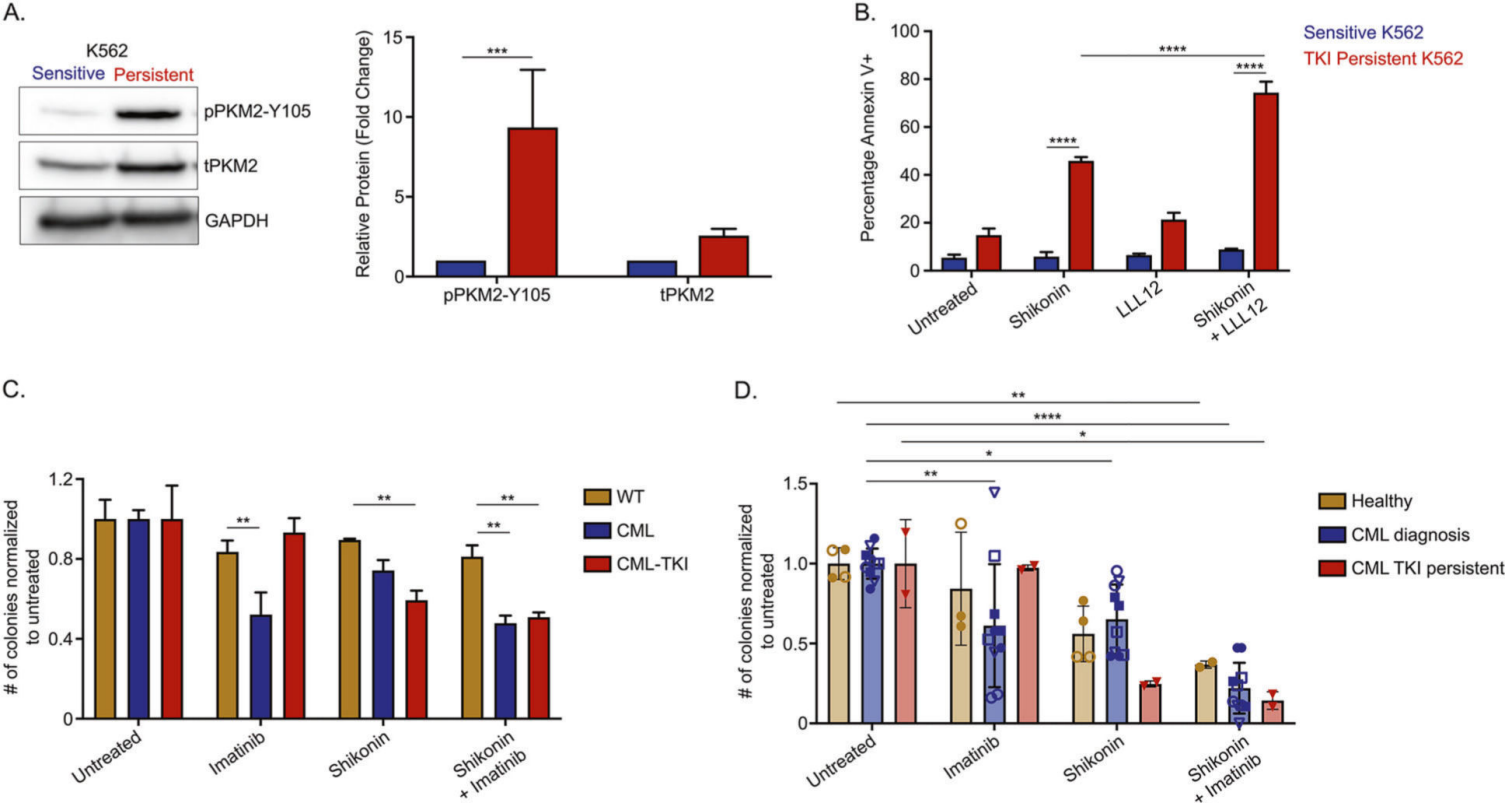
Glycolysis is important for the survival of TKI-persistent CML stem and progenitor cells. **A** Western blot for PKM2 using sensitive and IM-persistent K562 cell lysate. The bar plot represents density of the persistent protein bands relative to sensitive and normalized to the housekeeping protein, GAPDH. **B** Sensitive and IM-persistent K562 analyzed for apoptosis via flow cytometry post 3-day treatment with IM (1 μM), LLL12 (1 μM), or Shikonin (0.2 μM) alone, or in combination. **C** Colony-forming assay for 1000 LSK cells/mL sorted and plated from control, CML, and imatinib (400 mg/kg) treated CML mice. The plates were treated with IM (1 μM) or Shikonin (0.5 μM) alone, or in combination, incubated in hypoxia and colonies counted after 10 days. Data is represented as counts normalized to untreated. **D** Colony-forming assay for 1000 Lin^−^CD34^+^ BM cells/mL sorted and plated from 2 healthy individuals, 5 CML patients at diagnosis and 1 IM treated disease persistent patient. The plates were treated with Imatinib (1 μM) or Shikonin (0.5 μM) alone, or in combination, incubated in hypoxia and colonies counted after 10 days. Data are represented as counts normalized to untreated. The data are representative or a pool of mean ± SD from 2 to 3 independent experiments. Unpaired student *t* test or Two-way ANOVA was used to determine statistical significance with Tukey’s multiple comparison. *p* values < 0.05 were considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns = not significant.

How the deposited data were processed for this re-analysis (not part of the article)

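4 CML and 4 CML-TKI samples of LSCs from the bone marrow of mice were compared by bulk RNA-seq. The authors isolated RNA with the RNeasy Plus mini kit, prepared Nextera XT libraries, aligned paired-end reads to mm10 with STAR and quantified them to RefSeq transcripts in Partek Flow, and the values they deposited are estimated counts per gene without normalization, one column per library. In the deposited table 5 genes had no count in any library, so genes had been removed by a rule that the paper's text does not state. Between 8.3% and 22.1% of the values of a library were not whole numbers. In the table, 19 gene symbols had been turned into dates and 4 values, all of Rn45s, were written in exponent form to few digits, as a spreadsheet does.

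Columns were matched to the sample labels by group and number. The labels number the CML libraries 1 to 4, the columns 1, 2, 3 and 5, so the column named 5 was used as a CML library without a number. The shared numbers are those of the labels and column names, and the paper does not say that they pair animals.

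The estimated counts were rounded to whole numbers. edgeR 4.0.16 in R 4.3.3 was used with TMM normalization, filterByExpr (minimum count 10, minimum total count 15), robust dispersions and the quasi-likelihood test on 11937 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values are TMM-normalized and log2 CPM values use a prior count of 2. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with an unadjusted p under 0.05 as the threshold when settings were compared, and, on each library's mean log2 CPM, with an exact two-sided permutation test over 70 relabelings, whose smallest p is 0.029. The lists for glycolysis/gluconeogenesis, TCA cycle, oxidative phosphorylation and cell markers were written by hand. Mouse Reactome sets came with fgsea 1.28.0, and 98.4% of their 7111 gene identifiers were found in a RefSeq gene table, from which coordinates (GRCm38, the assembly of mm10) and symbols were also taken.

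The genes named were set by a rule: the 6 genes with the largest change in each direction among those past the threshold with a mean log2 CPM of at least 3 and no overlap between groups, the genes the paper names for these cells or their pathway, the surface markers of the sort, 5 sex-linked genes, and at most 8 glycolysis genes past the threshold. Other genes named were chosen after their values were seen. The designs, lists, rule and most alternatives were set before the data were examined. Alternatives to the test (DESeq2 1.42.0, limma-voom with quality weights), the normalization, the filter, the threshold, the replicate block and the libraries used are given in the closing section.

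On simulated counts drawn from these libraries' means and sizes, with 198 genes changed 8-fold among 11721 tested, edgeR recovered 89.4% of them with 4.3% of its calls false, limma-voom 84.3% with 4.6% false, and DESeq2 97% with 23.2% false. In simulated data the list test called 1 of 100 unchanged lists of 50 genes. The simulated genes were drawn independently of each other and with the same dispersion in both groups. In the real libraries the biological coefficient of variation was 75.5% in CML-TKI LSCs and 28.5% in CML LSCs. The simulated rates therefore do not give the false calls of the tools or of the list test in the real libraries.

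Library totals ranged from 1041552 to 8620101 counts, and the number of genes with a count from 11835 to 14744. Counts without molecular identifiers are not independent molecules, so floors cover counting error only. The K562, ChIP-seq, WT, protein and metabolite experiments were not analysed here.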

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

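The tests of the sort markers, of the shared origin of CML 1 to 3, of Y-linked reads and of heat shock genes were chosen after the results were seen. A library far from the other 3 of its group was found in 15 of 115 measures, where about 6 arise by chance, and many of these measures are not independent. Gene list directions given below were the same under TMM, RLE, total counts and total counts without Rn45s. The last of these moved the median log2 fold change of all genes to -0.12, and relative to that median the glycolysis/gluconeogenesis list had 0.46 and the granulocyte list 4.50.

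Cell marker genes, which the paper does not discuss, differed between the groups. The granulocyte list had a mean log2 fold change of 4.54 in CML-TKI over CML LSCs, with 11 of 11 genes higher, and the macrophage and monocyte list 5.80, with 6 of 6 genes higher. The list of HSC genes had a mean of -2.58, with 10 of 10 genes lower, and the megakaryocyte list -2.03, with 6 of 7 genes lower. For each of these lists every CML-TKI library lay on one side of every CML library (exact two-sided permutation test, p = 0.0286 if all 8 libraries are independent, the smallest that 4 libraries against 4 allow). Sequencing depth did not account for it, since the granulocyte list had a mean of 4.64 after every library was thinned to the smallest total. Removing the trend on GC content and transcript length left 4.56. No single library carried the granulocyte change, since the lowest mean of this list with 1 library left out was 4.22. The macrophage and monocyte list ran from 5.285 to 5.84 over these fits. The HSC list ran from -4.45 to -2.31 and the megakaryocyte list from -3.09 to -1.68, so their direction held but their size depended on the library left out. Slamf1 (CD150) was lower in every CML-TKI library than in every CML library (log2 fold change -3.42) and Cd48 was higher in every one (log2 fold change 4.35), which is the pattern that a difference in the sorted fractions would give. Slamf1 is also on the HSC list, so its change is not separate from that list. The sample labels give a CD150-negative and CD48-positive gate for all 8 libraries, and the paper's LSC definition is the opposite. A candidate explanation is therefore that the CML-TKI libraries hold a larger share of more committed CD48-positive cells than the CML libraries. By RNA, the CML libraries, with 32.4 CPM of Slamf1 and 5.05 CPM of Cd48, go with the paper's gate. The CML-TKI libraries, with 3.33 and 103.3 CPM, go with the gate of the labels. A change of state under imatinib within one sorted fraction could also give such RNA values. Surface protein was not measured here, so the 2 cannot be told apart from RNA alone.

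Elane and Hk3 were lowest in CML-TKI 1, at 7.79 and 5.56 log2 CPM, away from the other CML-TKI libraries, and Flt4 and Serpina3f had counts only in this library of the group, at 0.95 and 1.33 log2 CPM. On the first principal component CML-TKI 1 lay between the groups. Of the CML-TKI libraries it was also nearest to the CML libraries on the HSC list, at 5.05 log2 CPM, the granulocyte list, at 5.63, and the macrophage and monocyte list, at 5.12. Not every measure placed it there. By chi-square per degree of freedom CML-TKI 4 was closer than CML-TKI 1 to each of the CML libraries (from 57.55 to 104.14 against from 66.79 to 119.63). CML-TKI 1 also had the highest Pkm of its group, at 1224.31 CPM, and the highest mean of the glycolysis/gluconeogenesis list, at 5.74 log2 CPM. No technical or biological explanation was tested for this library.

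In CML-TKI 3, Y-linked genes had 105 counts, against 0 or 1 in the other 7 libraries, and Ddx3y, Kdm5d, Eif2s3y and Uty stood at 5.82, 3.87, 3.87 and 4.96 log2 CPM. Xist had 1639 counts in the same library. Both are above the floor of 3 counts, as cells of both sexes in one library would give, so this library may hold cells of more than one animal. The other 7 libraries held too few Y-linked counts to have supplied these reads, and libraries outside these 8 were not analysed here. Globin genes held 6.62% of its counts, against at most 0.043% in the other libraries. Of 8 erythroid genes other than globins, 3 were highest in this library among the CML-TKI libraries and the others were highest in CML-TKI 4, where whole erythroid precursors would have raised the list in CML-TKI 3. The size of the difference varied between genes, and Alas2 and Slc4a1, named after their values were seen, had 1063.11 and 235.64 CPM in CML-TKI 3 against at most 10.67 and 75.44 CPM in the other CML-TKI libraries. Later erythroid cells had no list of their own, so they are neither shown nor excluded. Cpt1b had its 12 counts only in this library, at 3.76 log2 CPM. CML-TKI 3 also has the fewest counts. No explanation other than cells of both sexes and whole erythroid precursors was tested for this library.

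CML 5 stood apart from CML 1 to 3 in the share of Rn45s (38.3%), in the oxidative phosphorylation list (5.26 log2 CPM) and in the STAT3 target list (5.89 log2 CPM). The B lymphoid list, with 1 gene tested, was highest among the CML libraries in CML 3 (4.37 log2 CPM). Between pairs of CML 1 to 3 the chi-square per degree of freedom lay between 3.7 and 4.93, and between CML 5 and each of them between 56.8 and 60.95. The pairs of CML-TKI libraries lay between 25.98 and 69.1. CML 1 to 3 therefore may have been made from one pool of cells or handled together, but the largest value, 4.93, is above the value near 1 that sampling noise alone gives, so it cannot be told whether they are separate animals. The paper does not say.

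The immediate early list had a mean log2 fold change of -2.18 in CML-TKI over CML LSCs, with 14 of 14 genes lower (exact two-sided permutation test, p = 0.0286). It had -2.18 after thinning to equal totals and -2.005 after removing the trend on GC content and transcript length. A list of heat shock genes, which stress of handling in the CML cells would have lowered in CML-TKI LSCs as well, was instead higher there, with a mean of 1.60 and 8 of 9 genes higher (exact two-sided permutation test, p = 0.0286). A proliferation list was higher too, with a mean of 0.75 and 22 of 25 genes higher (exact two-sided permutation test, p = 0.0286). These lists may follow the same difference in cell types as the marker lists, which was not tested. The change of Slamf1 (-3.42) cannot decide it, since Slamf1 is itself on the HSC list.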

How the results depend on the processing

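With each library left out, or 1 of each group left out together, the number of genes differing between CML-TKI and CML LSCs ran from 291 to 2504, the number higher in CML-TKI LSCs from 213 to 1227 and the number higher in CML LSCs from 70 to 1333. In every one of these fits, and in every alternative on the test, the normalization, the filter, the depth, the block and the summed libraries, the 1220 genes kept their direction wherever they were tested. These genes were chosen from the same libraries, so a kept direction was likely beforehand and is no independent test.

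Against 1220 genes (751 higher in CML-TKI and 469 higher in CML), DESeq2 gave 2173 (1173 and 1000) and limma-voom with sample quality weights 2544 (1244 and 1300). An unadjusted p under 0.05 with a fold change of at least 1.5 gave 2946 (1569 and 1377). RLE normalization, total counts only, no filter, at least 10 counts in every library and a fold change of at least 2 stayed within 1.5 times of each number, with 1215, 1037, 1061, 1006 and 1129 genes in all. The share of higher calls was 61.6%, and under limma-voom it was 48.9%. Total counts without Rn45s, chosen after seeing the data, gave 1175 genes, 612 higher and 563 lower, and thinning every library to the smallest total, also chosen afterwards, gave 1059. The cause of the larger numbers was not tested. In the simulation 23.2% of the calls of DESeq2, 4.6% of those of limma-voom and 4.3% of those of edgeR were false. It gave both groups the same dispersion, so the rates in the real libraries may differ.

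Same-numbered libraries of the 2 groups did not deviate together (mean correlation of deviations from the group means 0.05, against -0.028 for different numbers). With the replicate number as a block, possible only for numbers 1 to 3 and therefore 6 libraries, there were 193 genes (150 higher in CML-TKI and 43 higher in CML), and without the block on the same 6 libraries, a setting chosen after seeing the data, 589 (400 and 189). The glycolysis/gluconeogenesis list had a mean log2 fold change of 0.25 with the block, the TCA cycle list 0.26 and the oxidative phosphorylation list 0.40, each at an unadjusted p under 0.05 by limma's camera, and 75 Reactome pathways passed. Without the block on these libraries the glycolysis/gluconeogenesis list had 0.48, the TCA cycle list 0.30, the oxidative phosphorylation list 0.46, and 110 pathways passed.

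With CML libraries 1 to 3 summed to 1 library, chosen after seeing how close they are, 122 genes differed (102 higher in CML-TKI and 20 higher in CML), all of them among the 1220. The mean of the glycolysis/gluconeogenesis list was then 0.39 and that of the oxidative phosphorylation list reversed to -0.013, and neither had an unadjusted p under 0.05 by limma's camera. On the oxidative phosphorylation list CML 5 stood at 5.26 log2 CPM and CML 1 to 3 between 4.53 and 4.58, so that CML 5 weighs more once these are summed, and without CML 5 the mean was 0.41. For the glycolysis/gluconeogenesis list and the number of genes the cause was not tested. The small number of libraries left, 2 against 4, limits this fit.

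For the 3 gene lists the threshold here is an unadjusted p under 0.05. The glycolysis/gluconeogenesis list had a mean of 0.46 with a camera p of 0.0106. It kept its direction and passed this threshold with RLE, total counts, no filter, at least 10 counts in every library, the core enzymes, the Reactome glycolysis set (0.67) and the self-contained fry test, and ran from 0.29 to 0.52 over the fits that left out 1 library. With the inter-gene correlation estimated, the list had the same mean, 0.46, and a p of 0.0853. The mean of the core enzymes ran from 0.19 to 0.71 over the fits that left out 1 library.

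The TCA cycle list, at 0.25 and a p of 0.0582, passed the threshold with total counts only (0.31), with no filter (0.50) and with fry (0.25), and ran from 0.20 to 0.28 over the fits that left out 1 library, of which it passed without CML 5 (0.28) and without CML-TKI 1 (0.28). The oxidative phosphorylation list, at 0.19 and a p of 0.0716, passed with total counts only (0.28) and ran from 0.11 to 0.41 over the fits that left out 1 library, of which it passed without CML 5 (0.41), without CML-TKI 3 (0.24) and without CML-TKI 4 (0.22). For the changes other than that without CML 5 the cause was not tested.

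The number of Reactome pathways past the threshold, 37, was 0 with the inter-gene correlation estimated, where 23 had an unadjusted p under 0.05 and every adjusted p was at least 0.993, and ran from 19 to 89 over the fits that left out 1 library.

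Of 432 alternative values for 36 named genes, 358 kept their direction and side of the threshold, 60 lost the threshold, 5 gained it and 9 reversed. With CML libraries 1 to 3 summed to 1 library, 17 genes lost the threshold, among them Pkm, Stat5a, Slamf1, Egr1 and Cs. The other 19 kept their direction and side of the threshold there. All reversals were of genes that did not differ. Stat3 ran from -0.038 to 0.12 over the fits that left out 1 library, Bcr from -0.33 to 0.15 and Flt3 from -0.34 to 0.96. Bcr was -0.001 with DESeq2 and -0.40 with the replicate block, where Akt1 was 0.018 and Flt3 -0.37. The sex covariate was not run, because no CML library had Y-linked counts. The depth of CML-TKI 3, with 1041552 counts, limits low genes most.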

Differences from the paper's values

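In Fig. 1B the paper's number of genes upregulated in CML LSCs is about 2000, read by eye and summed over the regions of the diagram, and 469 genes were higher in CML LSCs here. With an unadjusted p under 0.05 and a fold change of at least 1.5 the number was 1377, within 1.5 times of the paper's, but under this setting 1569 genes were higher in CML-TKI LSCs, more than 1.5 times the paper's number for that group, and the order of the groups stayed opposite to the paper's diagram. None of the other alternatives set before the data were examined closed the gap, and the closest of them was leaving out CML-TKI 1 with 1333 genes. For CML-TKI LSCs the paper's number in Fig. 1B is about 740, read by eye, and 751 were higher here. The paper's diagram has more genes upregulated in CML LSCs than in CML-TKI LSCs, and here more were higher in CML-TKI LSCs. The order was as in the paper's diagram with limma-voom with sample quality weights (1300 against 1244) and when CML-TKI 1 was left out (1333 against 1171).

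Fig. 1B names PI3K-Akt and Rap1 signaling as enriched among genes shared by CML LSCs and sensitive K562 cells. Over all LSC genes tested here the Reactome sets PI3K AKT activation and Rap1 signalling did not differ between CML-TKI and CML LSCs (mean log2 fold changes 0.44 and 0.049, adjusted p = 0.986 and 0.967 by camera).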

Other observations

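None of the tests below was chosen only after its result was seen.

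Among the 8 splits of the 8 libraries into 4 and 4 that part the 3 same-numbered pairs, 1 gave as many as 1220 genes, the real one, and 0 genes passed in the other splits, which had between 110 and 934 genes at an unadjusted p under 0.05 against 3073 in the real one. Over all 35 splits, which also include those that part fewer pairs, the real one was again the only one with as many, and the others had between 88 and 1506 genes at an unadjusted p under 0.05. With 8 splits the share cannot go below 0.05. The same count for Reactome pathways was 5 of the 8 splits with as many as 37 pathways, and 22 of all 35, with up to 205 pathways in a split. The number of pathways past the threshold therefore does not single out imatinib treatment, and with the inter-gene correlation estimated it was 0. For the glycolysis/gluconeogenesis list, 2 of the 8 splits, the real one included, gave a camera p as small as 0.0106, and 4 of all 35.

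The rise of the glycolysis/gluconeogenesis list is not a trend on GC content or transcript length, since its mean was 0.52 after that trend was removed, against 0.46 before. Without the 3 genes with the largest fold change (Aldh3b1, Hk3 and Aldh1b1) its mean was 0.26, still higher in CML-TKI LSCs, but it no longer had an unadjusted p under 0.05 by limma's camera. A hypothesis is that the list would follow more committed cells, if the CML-TKI libraries hold a larger share of them, which was not shown. Within the CML-TKI libraries, 1 of the 6 pairs was ranked alike by the granulocyte list and the glycolysis/gluconeogenesis list, which is not what this hypothesis gives, but 4 libraries are too few to tell.

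The paper reports that IM-persistent LSCs retain more H2b-GFP label than untreated LSCs, a measurement of divisions not analysed here. In these libraries 7 of the 25 proliferation genes tested were past the threshold over all genes, each higher in CML-TKI LSCs. They were Rrm2, Ccne1, Birc5, Bub1, Aurka, Plk1 and Ccna2, named after their values were seen, with log2 fold changes from 0.95 (Ccna2) to 2.13 (Rrm2). The other 18 genes of the list did not pass, and 3 of them, Mcm2, Mcm6 and Mcm7, were lower. The HSC list was lower in the same libraries (mean log2 fold change -2.58) and Cd48 was higher (log2 fold change 4.35). A difference in the cells sorted is therefore not separated from a change in cycling, and these values do not test the H2b-GFP result.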
